A study of Mus musculus with 17 samples. Its data were reported in "The myokine Fibcd1 is an endogenous determinant of myofiber size and mitigates cancer-induced myofiber atrophy" (2022).

How the data were processed

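RNA was sequenced from the diaphragm of 17 male C57BL/6J mice, 4 months old, in 4 groups: Control (n = 5), Control + rFibcd1 (n = 5), LLC (n = 3) and LLC + rFibcd1 (n = 4). LLC mice carried tumors grown from Lewis lung carcinoma cells implanted under the skin. rFibcd1 is a recombinant fragment of mouse Fibcd1, a transmembrane protein. It resembles the part that is released by cleavage and carries a fibrinogen-like domain. rFibcd1 was injected into the peritoneal cavity, and the other mice received mock injections. Groups and replicate numbers were taken from the sample titles, and 0 columns of the table were left without a sample. The labels give no sequencing date, library batch or dissection time, so no batch could be tested. Xist averaged 0.00895 TPM and Ddx3y 19.4 TPM in the Control group, and in no group did Xist average above 0.0113 TPM or Ddx3y below 14.6 TPM, as in males.

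The authors trimmed the paired reads, filtered them on quality and length, aligned them to the mouse genome build GRCm38 and counted them per gene in CLC Genomics Workbench. The deposited values are TPM (transcripts per 1000000), in which the authors divided the reads of a gene by its length and scaled each sample to a sum of 1000000. The release of the gene annotation was not stated. The table lists 47643 gene symbols, of which 24693 are at 0 in every sample. Mitochondrially encoded transcripts are part of the sum, so a sample with a smaller mitochondrial share has larger TPM for the remaining genes. Immunoglobulin gene segments resemble each other closely, and the counting could divide their reads between near-identical copies, so values of single segments are uncertain. The strandedness of the counting was not stated, so overlapping genes share that uncertainty.

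Read depth was recovered from the low values. A gene with a length of L base pairs has TPM in steps that are inversely proportional to L, and the size of the step gives the reads behind a sample. Symbols were matched to GENCODE vM21 on GRCm38, which gave 45084 matches (94.6% of symbols), with exon lengths from that annotation. Between 79.2% and 82.0% of the low values of a sample fell within 0.02 of a whole read, where random values would do so for 4.0%. The depth so derived was 50.8 to 54.6 reads per sample in units of 1000000, and 1 TPM in a gene of 1000 base pairs stood for 23.9 to 26.7 reads. These depths are estimates and entered no test across genes. Coordinates are given on GRCm38, counted from 1, as in GENCODE vM21.

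Differential expression was tested with limma 3.58.1 in R 4.3.3. Genes with at least 1 TPM in at least 3 samples were kept (13305 genes). A pseudocount of 1 TPM was added and the values were log2-transformed, so a fold change on this scale understates the change of genes with few TPM. The 4 groups entered a single linear model with 13 residual degrees of freedom, empirical Bayes moderation with an expression trend, and two-sided tests. The contrasts were tumor-bearing against tumor-free mice (7 against 10, weighted by group size), LLC against Control, LLC + rFibcd1 against LLC, Control + rFibcd1 against Control, LLC + rFibcd1 against Control, and the interaction of tumor and rFibcd1. P-values were adjusted by the Benjamini-Hochberg procedure over all genes tested, with 0.05 as the threshold. Because the authors selected genes with a Kruskal-Wallis test and Dunn comparisons by a p and a fold cutoff, and state no adjustment over genes, the 4 pairwise contrasts were also read at an unadjusted cutoff, p under 0.05 with an absolute log2 fold change above 0.585. limma took the place of the rank test because groups of 3 to 5 mice are small for its normal approximation. Dunn's test was kept as an alternative.

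The test across genes was checked on simulated data drawn independently for each gene from its mean and residual spread in these samples, in which 200 of 13305 genes were changed. At an adjusted p under 0.05, 14% of genes with a log2 change of 0.25 were recovered, 64% at 0.5, 84% at 1 and 84% at 2 (50 genes each), and 5 of 13105 unchanged genes were called. Recovery at the largest change fell short of the bound set before the simulation. The 8 genes missed there had a median residual SD of 1.10, against 0.164 for the 42 recovered. A bound put in its place after this was seen, full recovery of changes over 6 standard errors, covered only the 42 genes already recovered and could hardly fail, so it was dropped and recovery is given without a bound. As the simulated genes were independent, this check says nothing about sources of variation that genes share.

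To measure how far rFibcd1 moved the tumor response, the genes past an adjusted p of 0.05 in tumor-bearing against tumor-free mice were taken, and the median over these genes of the change from LLC to LLC + rFibcd1 was calculated, signed so that negative values point toward tumor-free mice. It was tested by an exact permutation test over the 35 splits of the 7 tumor-bearing mice into groups of 3 and 4. The contrast that selects the genes does not use the split, but its residual spread does, so the test was repeated with the genes selected anew in each split. Contrasts against the same Control mice share their chance values. The overlap of calls was therefore set beside 100 simulated data sets in which no group differed, and 100 in which the tumor acted equally with and without rFibcd1, each with the correlation between genes kept.

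Gene lists for cell types, muscle fibers, energy metabolism, proteolysis and related processes were written before the data were examined, as were the tests, the rule for naming genes and the alternatives not marked as added. Lists with at least 3 genes tested (27 lists) were compared with the other genes by camera with a preset correlation of 0.01, and by fry and by camera with an estimated correlation beside it, adjusted over lists within a contrast. The score of a list in a mouse is the mean log2(TPM + 1) of its genes. The genes named for the LLC experiment in the text of the study formed a further list of 16 genes, which the authors selected on these samples. Scores were compared by exact permutation tests, and correlations across mice were tested with 100000 permutations. Lists of liver, clock and further adipocyte genes were added after the data were seen, without genes by which the pattern had been noticed. Their p-values were adjusted over these added lists alone.

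Single genes were named by a rule: per contrast, the 5 largest fold changes among genes with an adjusted p under 0.05 and no overlap between the groups compared, or, where no gene passed the adjustment, the 3 smallest p among genes past the unadjusted cutoff without overlap. Genes of the list from the study were named in addition.

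The alternatives were a pseudocount of 0.1 TPM, no filter on low values, a filter of at least 5 TPM in 3 samples, median-ratio scaling over genes with a mean of at least 5 TPM, quantile normalization, the replicate number as a block, the B cell score as a covariate, a fit on only the 2 groups compared, Dunn's test, an absolute log2 fold cutoff of 0.5, and leaving out each of the 17 mice in turn. TPM rescaled without mitochondrially encoded genes, removal of each sample's trend on gene length and GC content, and selection of genes anew in each split were added after the data were seen. For each count of genes, splits of the same mice into groups of the same sizes were refitted, up to 100 per count. A few symbols of the lists were not found in the table, namely Itgam, Cd37, Faim3, Fdcsp, Pclaf and Trarg1, and were not analysed here. Tables were handled with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.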

Results

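Transcript levels were measured by RNA-seq in the diaphragm, the main muscle of breathing, from 17 mice. Tumor-free mice received mock (Control, n = 5) or rFibcd1 injections (Control + rFibcd1, n = 5), and mice with LLC tumors received mock (LLC, n = 3) or rFibcd1 injections (LLC + rFibcd1, n = 4). The comparisons ask which transcripts change in the diaphragm of tumor-bearing mice, and whether rFibcd1 limits these changes. The recovered depth, in units of 1000000 reads, was 52.1 ± 1.2 in Control (SD, n = 5), 52.4 ± 1.22 in Control + rFibcd1 (SD, n = 5), 52.7 ± 1.16 in LLC (SD, n = 3) and 53.9 ± 0.779 in LLC + rFibcd1 (SD, n = 4). Between 11557 and 13413 genes per sample had at least 1 TPM.

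Mitochondrially encoded transcripts made up 47.1% ± 1.09 of TPM in Control (SD, n = 5), 47.8% ± 1.93 in Control + rFibcd1 (SD, n = 5), 42.9% ± 1.53 in LLC (SD, n = 3) and 45.2% ± 1.48 in LLC + rFibcd1 (SD, n = 4). The 10 most abundant genes of a sample held 39.3% to 47.9% of its TPM. The first principal component of the 13305 genes tested carried 53.1% of the variance and the second 16.3%. The 3 LLC mice lay between 45.3 and 54.4 on the first component, and the 4 LLC + rFibcd1 mice were spread from -22.7 to 40.0. On the second component, Control + rFibcd1 replicate 2 lay farthest from 0, at -57.8.

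The first comparison concerned the tumor. Of 13305 genes, 5963 differed between tumor-bearing and tumor-free mice at an adjusted p under 0.05 (limma), 5167 higher and 796 lower. This count moved most with the B cell score as a covariate, to 735 genes. LLC alone against Control gave 4759 genes, 3958 higher and 801 lower. Without LLC replicate 3, the latter count was 24 genes, and without LLC replicate 1 it was 2254. In LLC against Control, 5354 genes (40.2%) had no overlap between the groups, where chance gives 3.57%. At the unadjusted cutoff, 1690 genes differed, 1658 higher and 32 lower.

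The balance of higher and lower genes depended on the scaling. The median change over all genes from Control to LLC was 0.16 (log2) as deposited, 0.051 after median-ratio scaling, -0.099 after quantile normalization and 0.074 after rescaling without mitochondrially encoded genes. The share of higher genes among those with an adjusted p under 0.05 was 83.2%, 62.0%, 32.2% and 62.7%, in the same order. For that reason, changes are also given relative to the median of all genes where they are small.

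**Figure D1:**
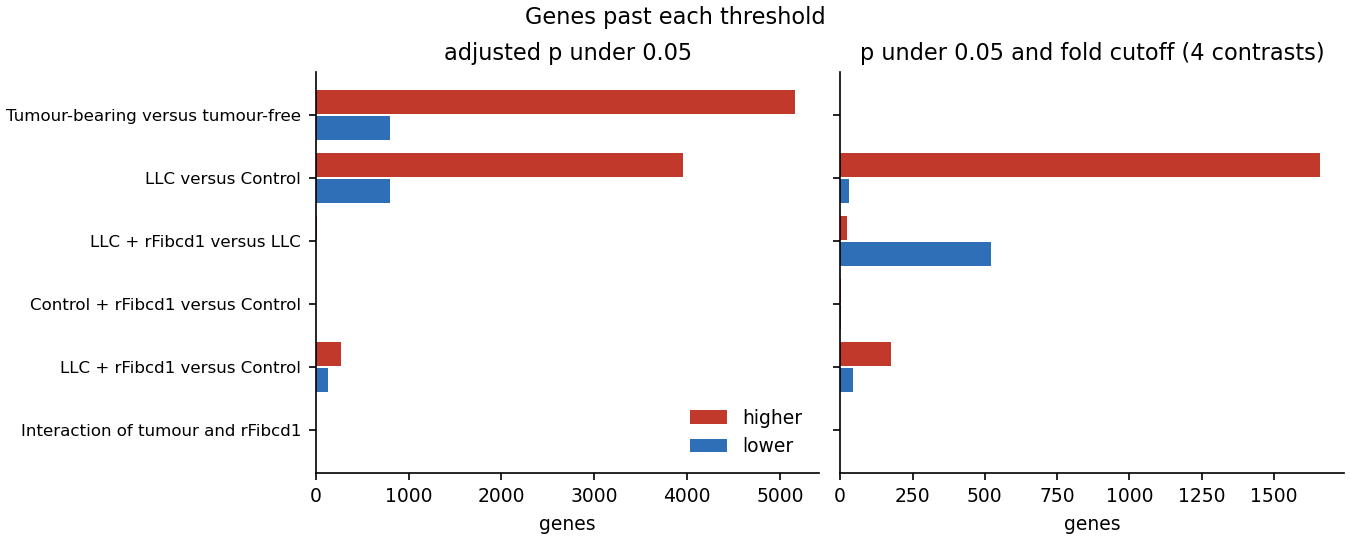
Number of genes (horizontal axis) higher or lower in each contrast at an adjusted p under 0.05 (left, 6 contrasts) and at the unadjusted cutoff (right, 4 pairwise contrasts). LLC against Control gave 4759 genes and LLC + rFibcd1 against LLC gave 15 at the adjusted threshold.

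Among genes that separated all 7 tumor-bearing from all 10 tumor-free mice, Csf2rb2 (chromosome 15, 78282507 to 78305721) had the largest change with the pseudocount of 1 TPM, 1.71 ± 0.21 (log2, SE; adjusted p = 0.000259). With a pseudocount of 0.1, Il1b (2.54) was ahead of it (2.27). Csf2rb2 rose from 1.62 ± 0.775 TPM in Control (SD, n = 5) to 7.39 ± 0.862 in LLC (SD, n = 3) and was at 6.58 ± 2.94 in LLC + rFibcd1 (SD, n = 4). Actc1 (chromosome 2, 114047282 to 114053548) fell by 1.52 ± 0.22 (adjusted p = 0.000542), from 303.1 ± 105.7 TPM in Control (SD, n = 5) to 138.1 ± 48.5 in LLC (SD, n = 3) and 117.7 ± 32.2 in LLC + rFibcd1 (SD, n = 4). Ifitm1 (chromosome 7, 140967221 to 140969825), Ackr1 (chromosome 1, 173331886 to 173333750) and Il1b (chromosome 2, 129364570 to 129371139) were higher by 1.42 ± 0.18, 1.39 ± 0.18 and 1.34 ± 0.18, with adjusted p of 0.000319, 0.000392 and 0.000447. All 5 genes kept an adjusted p under 0.05 in each of the 17 fits that left out a mouse and in each alternative run for them.

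The largest changes from Control to LLC were in immunoglobulin gene segments, whose values carry the uncertainty of near-identical copies. Igkv19-93 (chromosome 6, 68736297 to 68736780) rose by 6.10 ± 1.21 (log2, SE; adjusted p = 0.00942), from 5.53 ± 5.59 TPM in Control (SD, n = 5) to 342.6 ± 221.8 in LLC (SD, n = 3), and was at 31.8 ± 24.6 in LLC + rFibcd1 (SD, n = 4). Ighg2c (chromosome 12, 113285325 to 113288932) rose by 5.32 ± 1.54 (adjusted p = 0.0188) and Igkv12-44 (chromosome 6, 69814631 to 69815154) by 5.28 ± 1.22 (adjusted p = 0.0112). Ighv1-82 (chromosome 12, 115952538 to 115953005) and Ighv1-18 (chromosome 12, 114682632 to 114683065) rose by 4.93 ± 1.18 and 4.91 ± 1.55, with adjusted p of 0.0120 and 0.0259. With the B cell score as a covariate, the adjusted p of these 5 segments were 0.143, 0.470, 0.229, 0.25 and 0.619, in the order named, and the lowest over the alternatives were 0.00501, 0.0174, 0.00764, 0.00861 and 0.0240. None of the 5 had an adjusted p under 0.05 without LLC replicate 3.

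The second comparison concerned rFibcd1 in mice with tumors. Between LLC + rFibcd1 and LLC, 15 genes had an adjusted p under 0.05 (limma), 8 higher and 7 lower. The count was 0 when only these 7 mice were fitted (2168 genes at an unadjusted p under 0.05), and it ranged from 0 to 33 over the fits that left out a mouse, with 0 without LLC replicate 1. At the unadjusted cutoff, 544 genes differed, 23 higher and 521 lower, and this count was 170 without LLC + rFibcd1 replicate 1 and 891 without LLC + rFibcd1 replicate 3. Values did not overlap in 1937 genes (14.6%), where chance gives 5.71%.

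Ighv1-54 (chromosome 12, 115193675 to 115194134) fell by 3.22 ± 0.55 (log2, SE; adjusted p = 0.0383) and Igkv4-58 (chromosome 6, 69500254 to 69500786) by 1.83 ± 0.28 (adjusted p = 0.0334), both immunoglobulin segments. Tmem171 (chromosome 13, 98686235 to 98694834) rose by 1.18 ± 0.18 (adjusted p = 0.0334), from 1.00 ± 0.598 TPM in LLC (SD, n = 3) to 3.44 ± 0.600 in LLC + rFibcd1 (SD, n = 4), with 0.970 ± 0.323 in Control (SD, n = 5). Dbp (chromosome 7, 45705088 to 45710203) fell by 1.12 ± 0.19 (adjusted p = 0.0383), from 141.0 ± 16.3 TPM in LLC (SD, n = 3) to 65.2 ± 12.2 in LLC + rFibcd1 (SD, n = 4), with 159.7 ± 22.1 in Control (SD, n = 5). Hlf (chromosome 11, 90336536 to 90390895) fell by 1.00 ± 0.16 (adjusted p = 0.0334). Dbp and Hlf encode clock-controlled transcription factors, and the hour of dissection is not given. Over the fits that left out a mouse, the largest adjusted p were 0.172, 0.122, 0.179, 0.234 and 0.179, in the order named, and none of the 5 passed without LLC replicate 1.

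The genes selected by the tumor contrast were then followed as a set. Over the 5963 genes, the median change from LLC to LLC + rFibcd1 was -0.17 (log2) toward tumor-free mice, against a median absolute tumor effect of 0.29, and 83.8% of the genes moved in that direction. Relative to the median of all genes the change was -0.097. In the exact permutation test (two-sided), 4 of the 35 splits of the 7 mice gave a change as large (p = 0.114; the smallest p this design allows is 0.0286). With genes selected anew in each split, the exact p was 0.171. The median was 0.00081 with the B cell score as a covariate.

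**Figure D2:**
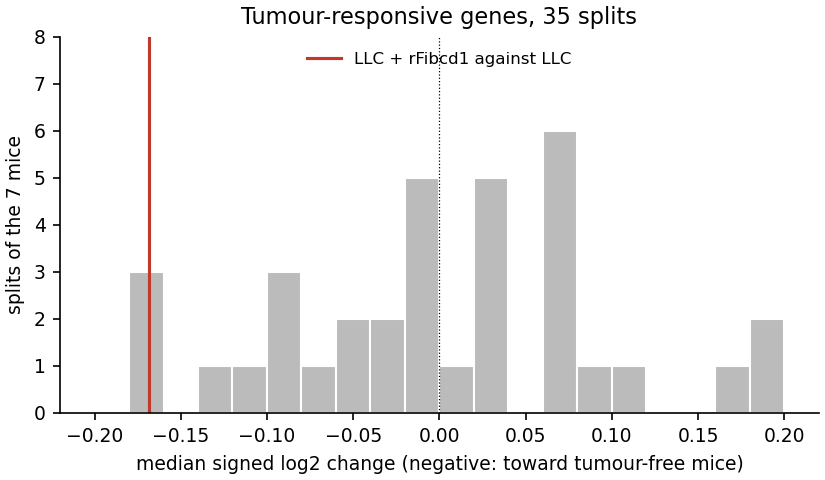
Median signed log2 change over the 5963 tumor-responsive genes (horizontal axis) in each of the 35 splits of the 7 tumor-bearing mice (bars count splits), with the real grouping as the red line. The real value, -0.17, was matched or exceeded in size by 4 of the 35 splits, itself included.

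At the unadjusted cutoff, 1834 genes passed in at least 1 of the 4 pairwise contrasts. Of the 1690 genes past it in LLC against Control, 129 were also past it in LLC + rFibcd1 against Control, and 1561 were not (1541 higher and 20 lower in LLC). A further 91 genes passed only in LLC + rFibcd1 against Control. In 100 simulated data sets without any group difference, the overlap had a median of 1 gene (95% of data sets from 0 to 134.6) and the LLC-only count a median of 23.5 (0 to 326.1). With an equal tumor effect in both tumor groups, the overlap had a median of 447.5 (100.9 to 1527) and the LLC-only count a median of 287.5 (26.9 to 1357). The observed LLC-only count of 1561 lay above both ranges. However, the simulations gave all groups the same spread, whereas the SD of the B cell score was 0.126 in LLC and 1.63 in LLC + rFibcd1. Another split of the real tumor-bearing mice gave 1603 genes. The ranges therefore do not exclude an equal tumor effect. Being called in one contrast and not in the other is not a test of their difference, and when that difference was tested directly, 463 of the 1561 genes (29.7%) were past the unadjusted cutoff toward Control and 2 had an adjusted p under 0.05. The genes higher in LLC had a median change of 0.88 from Control to LLC and 0.33 from Control to LLC + rFibcd1. Selecting the genes on the same mice widens this gap and favors changes toward Control. As no count expected from that selection alone was computed, the 463 genes cannot show an effect of rFibcd1. With the B cell score as a covariate, the LLC-only count was 94.

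The third comparison concerned rFibcd1 without a tumor. Between Control + rFibcd1 and Control, 0 genes had an adjusted p under 0.05 and 584 (4.39%) had an unadjusted p under 0.05. At the unadjusted cutoff, 8 genes differed, 4 in each direction, and none of these separated the groups without overlap, so no gene is named. Values did not overlap in 108 genes (0.812%), where chance gives 0.794%.

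LLC + rFibcd1 differed from Control in 410 genes at an adjusted p under 0.05 (limma), 276 higher and 134 lower, and in 220 at the unadjusted cutoff. The first count was 170 without LLC + rFibcd1 replicate 3, and the second 359 without LLC + rFibcd1 replicate 1. Values did not overlap in 1181 genes (8.88%), where chance gives 1.59%. S100a9 (chromosome 3, 90692632 to 90695721) rose by 3.71 ± 0.78 (log2, SE; adjusted p = 0.0197), from 4.09 ± 2.80 TPM in Control (SD, n = 5) to 63.4 ± 41.8 in LLC + rFibcd1 (SD, n = 4), with 45.1 ± 18.3 in LLC (SD, n = 3). S100a8 (chromosome 3, 90668978 to 90670035) rose by 3.2 ± 0.70 (adjusted p = 0.0238) and Retnlg (chromosome 16, 48872621 to 48874496) by 2.11 ± 0.53 (adjusted p = 0.0436). Chil3 (chromosome 3, 106147554 to 106167564) rose by 3.04 ± 0.38 (adjusted p = 0.00185), from 0.326 ± 0.264 TPM in Control (SD, n = 5) to 10.5 ± 4.44 in LLC + rFibcd1 (SD, n = 4), with 2.09 ± 0.866 in LLC (SD, n = 3). Erdr1, which had no single position in the annotation, rose by 2.88 ± 0.57 (adjusted p = 0.0150). Over the fits that left out a mouse, the largest adjusted p were 0.0667 for S100a9, 0.0750 for S100a8, 0.124 for Retnlg, 0.00795 for Chil3 and 0.0530 for Erdr1. Of the 17 fits, S100a9 passed in 15 and S100a8 in 13 (both failed without LLC + rFibcd1 replicate 2 and without Control replicate 4), Chil3 in 17, Erdr1 in 16 (it failed without LLC + rFibcd1 replicate 3) and Retnlg in 5.

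Whether rFibcd1 acted differently with and without a tumor was tested by the interaction. There, 0 genes had an adjusted p under 0.05, 1142 (8.58%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.0588. The 3 genes named by the rule failed the correction. Tmem171 had an interaction of 1.48 ± 0.23 (log2, SE), Cbfa2t3 (chromosome 8, 122625141 to 122699109) of 0.60 ± 0.096, and Sln (chromosome 9, 53850164 to 53854560) of 1.26 ± 0.21, each with an adjusted p of 0.0588. Over the other alternatives, Cbfa2t3 passed in 3 of 9 settings (lowest adjusted p = 0.0206), and Tmem171 and Sln in 0. Of the 17 fits that left out a mouse, Tmem171 passed in 2, Sln in 1 and Cbfa2t3 in 0. Sln was at 679.5 ± 188.7 TPM in LLC (SD, n = 3) and 1336 ± 228.2 in LLC + rFibcd1 (SD, n = 4), and at 917.7 ± 94.3 in Control (SD, n = 5) and 761.8 ± 92.5 in Control + rFibcd1 (SD, n = 5).

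Genes named in the text of the study were examined as a list. Of its 16 genes, 15 were tested, and Fibcd1 itself was below the filter, with at most 0.0352 TPM, or 4 reads, in any mouse. In LLC against Control, 13 of the 15 had an adjusted p under 0.05 over all genes, and 13 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Of the 13, 12 were higher and Ppargc1a was lower. The count was 0 without LLC replicate 3 (13 at an unadjusted p under 0.05), and Cxcl13 passed in 9 of the 17 fits that left out a mouse. Cxcl13 (chromosome 5, 95956951 to 95961068) rose by 3.06 ± 1.11 (log2, SE; 2.90 relative to the median gene; adjusted p = 0.0435), from 29.6 ± 33.1 TPM in Control (SD, n = 5) to 145.5 ± 52.5 in LLC (SD, n = 3), and was at 57.1 ± 50.4 in LLC + rFibcd1 (SD, n = 4). Among the cathepsins of the list, Ctss (chromosome 3, 95526786 to 95556403) rose by 1.67 ± 0.53 (adjusted p = 0.0260), from 30.8 ± 13 TPM in Control (SD, n = 5) to 94.9 ± 9.46 in LLC (SD, n = 3), and Ctso (chromosome 3, 81932601 to 81956725) by 0.64 ± 0.18 (0.48 relative to the median gene; adjusted p = 0.0179). Ctse, Ctsw, Ctsz, Ctsc and Ctsh rose by 1.5, 1.00, 0.92, 0.73 and 0.71, Napsa by 2.28, Ubd by 1.92, Syvn1 by 0.72 and Hgs by 0.45. Ppargc1a (chromosome 5, 51454250 to 51567726) fell by 1.34 ± 0.40 (adjusted p = 0.0205), from 33.2 ± 19.4 TPM in Control (SD, n = 5) to 10.8 ± 0.969 in LLC (SD, n = 3). It was at 21.4 ± 8.78 in LLC + rFibcd1 (SD, n = 4) and at 17.8 ± 5.27 in tumor-free Control + rFibcd1 (SD, n = 5). Control mice ranged from 14.8 to 62.1 TPM.

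In LLC + rFibcd1 against LLC, 0 of the 15 genes had an adjusted p under 0.05 over all genes. An unadjusted p under 0.05 was reached by 6, and 5 passed when adjusted over the list alone (Ctse, Ctsw, Ctso, Fbxo32 and Trim63). As the list was chosen on these samples, these 5 are not independent evidence. Ctse changed by -1.42 (log2), but by -0.68 without LLC replicate 3. Ctsw was low, at 1.89 TPM in LLC and 0.730 in LLC + rFibcd1 on average. Cxcl13 fell by 1.81 ± 1.16 (log2, SE; adjusted p = 0.317), Ctss by 0.92 ± 0.55 (adjusted p = 0.293) and Ctso by 0.60 ± 0.19 (adjusted p = 0.175). Fbxo32 (chromosome 15, 58175879 to 58214932) rose by 0.57 ± 0.18 (adjusted p = 0.175), from 81.2 ± 15 TPM in LLC (SD, n = 3) to 123.1 ± 34.4 in LLC + rFibcd1 (SD, n = 4). Trim63 (chromosome 4, 134315120 to 134329629) rose by 0.74 ± 0.25 (adjusted p = 0.182), from 92.1 ± 15.2 TPM in LLC (SD, n = 3) to 157.6 ± 43.6 in LLC + rFibcd1 (SD, n = 4), with 99.1 ± 18.1 in Control (SD, n = 5). From Control to LLC, Fbxo32 and Trim63 changed by -0.044 ± 0.17 and -0.099 ± 0.24 (adjusted p = 0.857 and 0.762). In tumor-bearing against tumor-free mice, which includes LLC + rFibcd1, 14 of the 15 genes had an adjusted p under 0.05 over all genes. The count was also 14 when adjusted over the list alone, and Ppargc1a was the gene that failed both. Fbxo32 and Trim63 were higher there by 0.34 ± 0.12 and 0.43 ± 0.16 (adjusted p = 0.0287 and 0.0390). In LLC + rFibcd1 against Control, 0 of the 15 had an adjusted p under 0.05 and 4 had an unadjusted p under 0.05, and in Control + rFibcd1 against Control 0 did at either level. None of the 15 passed the interaction, where 3 had an unadjusted p under 0.05.

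**Figure D3:**
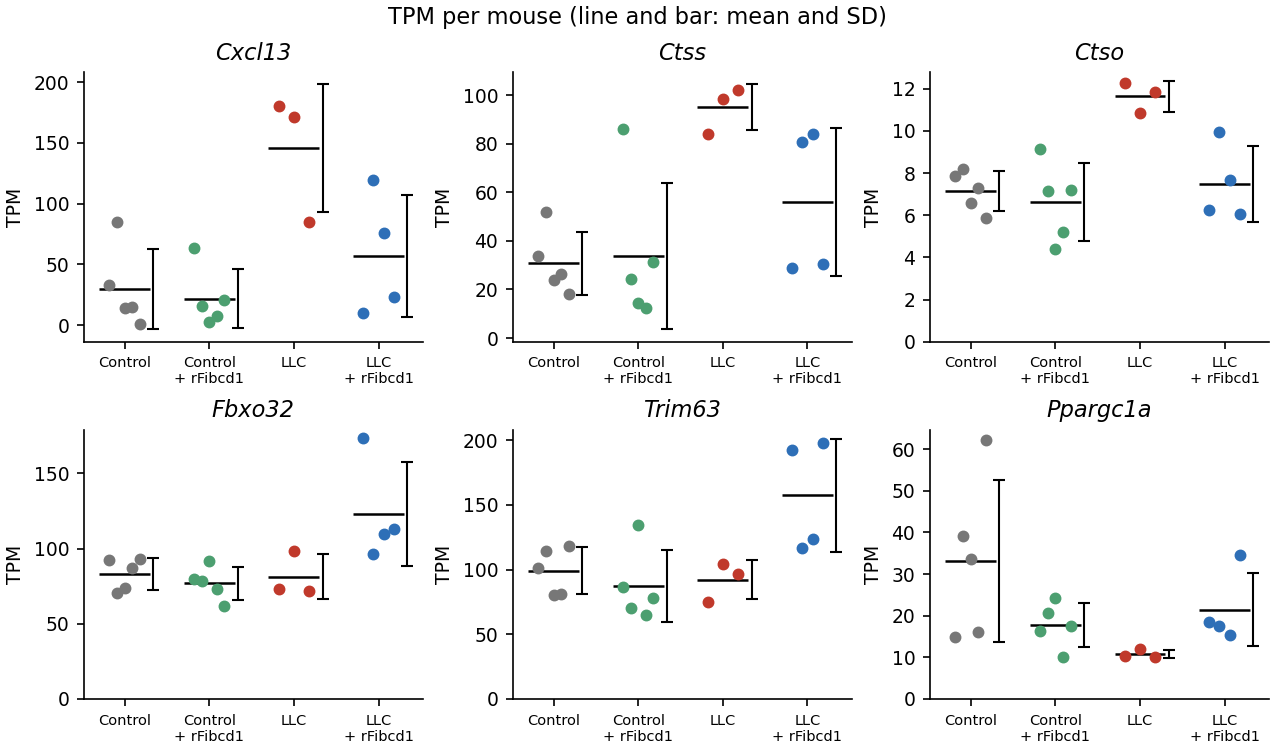
TPM per mouse (vertical axis, points) of 6 genes named by the study in the 4 groups, with the group mean as a line and the SD as a bar. Cxcl13 was at 145.5 TPM in LLC and 57.1 in LLC + rFibcd1, with both high and low mice in the latter group.

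The 27 lists written in advance were tested in each contrast by camera. With an estimated correlation, 0 of their calls held in any contrast (between 1 and 4 lists per contrast had an unadjusted p under 0.05 there). In LLC against Control, 11 of 27 lists passed camera, of which 9 also passed fry. Relative to the median of all genes (log2), the lists of B cells (2.51), T cells (1.37), neutrophils (1.29), plasma cells (1.10), macrophages (0.79) and proliferation (0.55) were higher. The lists of myofiber structure (-0.42), mitochondrial respiration (-0.39), fast fibers (-0.36), myogenesis and denervation (-0.26) and slow fibers (-0.20) were lower, and the last pair did not pass fry. In tumor-bearing against tumor-free mice, 6 lists passed, all of them also by fry: T cells (0.90), neutrophils (1.21) and endothelium (0.16) were higher, and fast fibers (-0.35), myofiber structure (-0.32) and mitochondrial respiration (-0.24) were lower.

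In LLC + rFibcd1 against LLC, 16 lists passed camera and 2 also passed fry, endothelium (0.28, 13 of 13 genes higher) and mitochondrial respiration (0.26, 22 of 22 genes higher). Each of the 4 LLC + rFibcd1 mice lay above each of the 3 LLC mice in both scores. Passing camera alone were the lists of genes raised by a cachectic melanoma (0.29), wasting muscle (0.24), the 20S proteasome (0.12), brown adipocytes (-0.25 with a camera direction of higher), fast fibers (0.19), slow fibers (0.26), myofiber structure (0.20) and myogenesis and denervation (0.23), and, lower, B cells (-1.78), plasma cells (-0.78), T cells (-0.98), macrophages (-0.50), interferon response (-0.34) and proliferation (-0.37). For fast fibers, 6 of 11 genes were higher, but the mean score was lower in LLC + rFibcd1 (11.20) than in LLC (11.32). After quantile normalization, the lists of the 20S proteasome and of fast fibers were lower relative to all genes. The count of 16 lists was 8 without LLC + rFibcd1 replicate 1. LLC + rFibcd1 differed from Control in 7 lists, of which neutrophils (1.44), endothelium (0.24), the 20S proteasome (0.019), fast fibers (-0.25) and myofiber structure (-0.20) also passed fry, and red cells (1.01) and mitochondrial respiration (-0.14) did not. Control + rFibcd1 differed from Control in 5 lists by camera, those of the cachectic melanoma (0.28), acute stress and glucocorticoids (0.064), neutrophils (0.41), fast fibers (0.067) and myofiber structure (0.055), and in 0 by fry (1 list at an unadjusted p under 0.05). In the interaction, 12 lists passed camera (2 without LLC + rFibcd1 replicate 1) and 2 passed fry. These were endothelium (0.27) and mitochondrial respiration (0.26), both relative to the median of all genes. The lists of cathepsins not named by the study, integrins, mesothelium, white adipocytes, fibroblasts, Schwann cells, ERK output and lymphoid stroma passed camera in none of the 6 contrasts. In tumor-bearing against tumor-free mice, fry did call these cathepsins (adjusted p = 0.00373), integrins (0.0238) and lymphoid stroma (0.0139). It also called them in LLC against Control (0.0156, 0.0248 and 0.0248). By fry, 18 and 17 lists passed in these contrasts, more than by camera.

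The B cell score (17 genes) was 2.74 ± 1.37 in Control (SD, n = 5), 2.30 ± 1.35 in Control + rFibcd1 (SD, n = 5), 5.35 ± 0.13 in LLC (SD, n = 3) and 3.54 ± 1.63 in LLC + rFibcd1 (SD, n = 4). LLC was higher than Control by 2.60 (exact permutation p = 0.0357, where the smallest p of 56 splits is 0.0179), and each LLC mouse (5.26 to 5.49) lay above each Control mouse (0.61 to 4.16). The difference between LLC + rFibcd1 and LLC was -1.81 (exact permutation p = 0.229, where the smallest p of 35 splits is 0.0286). Over 36 tests of scores the adjusted p were 0.143 and 0.418, but scores at the smallest p, such as that of T cells in LLC against Control, did not pass this adjustment either (adjusted p = 0.129, exact permutation test), so not passing it is no evidence against a difference. Across mice the B cell score followed the first principal component, with r = 0.980 and rho = 0.971 (permutation p = 1e-05 for both, the smallest that the permutations can give; adjusted p = 4e-05; r = 0.976 without the 2 mice farthest from the median). The relation held within the 10 tumor-free mice (r = 0.971, rho = 0.964, permutation p = 2e-05 and 4e-05, adjusted p = 4e-05 and 8e-05; r = 0.994 without 2 mice) and within the 7 tumor-bearing mice (r = 0.985, rho = 0.857, permutation p = 0.00516 and 0.0241, adjusted p = 0.00590 and 0.0275; r = 0.847 without 2 mice). In all, 8 relations were computed.

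**Figure D4:**
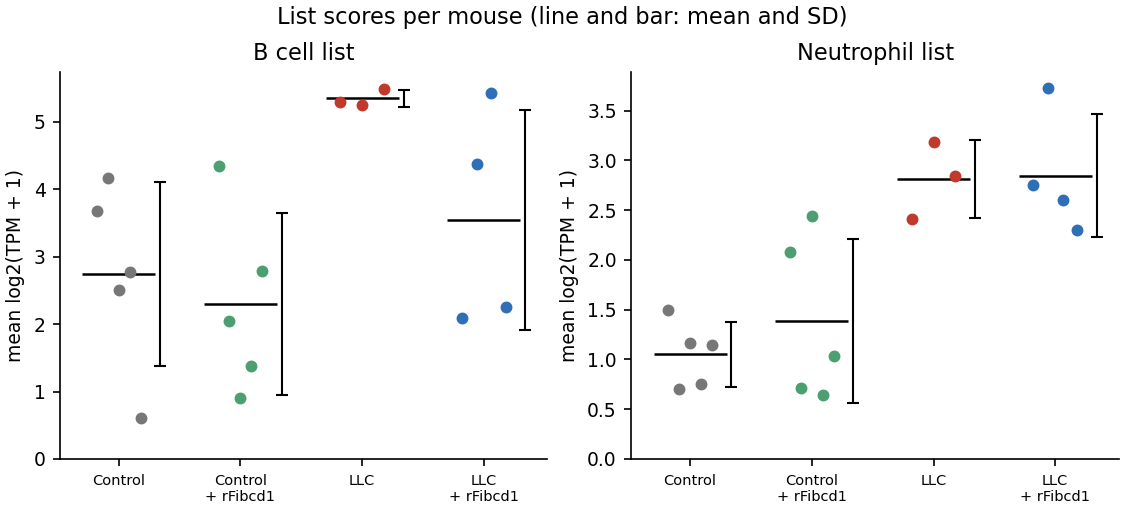
Score per mouse (vertical axis, mean log2(TPM + 1), points) of the B cell and neutrophil lists in the 4 groups, with the group mean as a line and the SD as a bar. B cell scores ranged from 0.61 to 4.16 in Control and from 2.10 to 5.44 in LLC + rFibcd1, whereas neutrophil scores were 2.82 in LLC and 2.85 in LLC + rFibcd1 on average.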

Values the study reported

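For the LLC experiment, the study reported 2043 differentially expressed genes in the diaphragm. It further examined 247 genes selected with an absolute log2 fold cutoff of 0.5, of which 230 were higher and 17 lower in LLC. The study describes this set in 2 ways. Its text gives the genes as regulated in LLC versus LLC + rFibcd1. Its figure legend gives them as changed in mice with LLC but not after rFibcd1, which is a difference between calls.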

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

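Among the tests of this part, those on lymphoid transcripts (in Control + rFibcd1 replicate 1, and as a covariate for the interaction) were chosen only after the result was seen. Single mice far from the rest of their group were sought in 138 groups of values and found in 12, where chance gives 6.9, so several of them are of the kind that chance gives. The groups of mice offer no biological reason for a single mouse to differ, and no biological explanation was tested for these.

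In Control + rFibcd1 replicate 1, the white adipocyte list had a score of 6.82 (the other 4 mice 5.27 to 5.56) and the brown adipocyte list 5.68 (3.96 to 4.18). In LLC + rFibcd1 replicate 2, the brown adipocyte list was at 5.71 (4.12 to 4.29). A candidate explanation is adipose tissue left on the muscle. Of 14 further adipocyte genes, not used to see the pattern, 13 were highest in Control + rFibcd1 replicate 1 within its group (2.8 by chance) and 12 in LLC + rFibcd1 replicate 2 (3.5 by chance). Of the 14 genes, 13 had at least 1 TPM on average in Control and 0 were named by the study, so the tissue expresses most of them. Adipoq was at 192 TPM in the first mouse and 203 in the second. Both mice are extreme only within their groups: Adipoq averaged 249.7 TPM in LLC, with up to 436.5, and LLC replicate 1 had the highest white (7.77) and brown (6.36) adipocyte scores of the 17 mice. Both mice remained in all tests, and leaving out the first raised the unadjusted count of Control + rFibcd1 against Control from 8 to 32 genes.

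In the same Control + rFibcd1 replicate 1, Ctss was at 85.8 TPM (others 12.5 to 31.2) and Napsa at 9.32 TPM (0.619 to 2.36). A candidate source is lymphoid tissue in the sample, since 32 of the 34 tested genes of the B cell and T cell lists were highest in that mouse within its group (6.8 by chance). Genes of such lists can rise together, so they do not count as separate evidence. The macrophage score was also highest in that mouse (4.32, others 2.75 to 3.59), so lymphoid tissue is not singled out. Of the B cell list, 16 genes had at least 1 TPM on average in Control, and none of that list was named by the study.

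The other single values were not followed by a test. The list of cathepsins not named by the study was at 6.41 in LLC + rFibcd1 replicate 2 (others 6.18 to 6.22), the integrin list at 1.48 in Control replicate 5 (1.77 to 1.84), the Schwann cell list at 3.10 in Control + rFibcd1 replicate 5 (2.55 to 2.69), and the myofiber structure list at 9.67 in Control replicate 2 (9.79 to 9.82). Ctse was at 2.02 TPM in Control replicate 1 (0.104 to 0.475) and Ppargc1a at 34.5 TPM in LLC + rFibcd1 replicate 4 (15.4 to 18.4). Fibcd1 was at 0.0352 TPM in Control replicate 3, which is 4 reads, so its difference from the other mice carries no weight.

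The effect of rFibcd1 differed between tumor-bearing and tumor-free mice in 2 of the 27 lists written in advance, by the interaction under both camera and fry. Without subtracting the median of all genes, the median interaction was 0.21 (log2) for endothelium, positive in 12 of 13 genes. It was 0.21 for mitochondrial respiration, positive in 22 of 22 genes. A difference between mice in lymphoid tissue is argued against as the whole cause: with the B cell score as a covariate, the adjusted camera p were 9.77e-06 and 2.83e-15, and fry gave 0.0428 for both. In LLC + rFibcd1 against LLC, however, neither list passed fry with the covariate (adjusted p = 0.0622 for endothelium and 0.171 for mitochondrial respiration), although both passed camera (7.93e-09 and 1.26e-14). The medians were positive under each of the 4 scalings. Neither list passed with an estimated correlation between genes. A biological effect of rFibcd1 that depends on the tumor stays open, untested beyond this interaction, as does a different hour of dissection.

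The 2 lists of clock genes, which were added after the data were seen, passed camera and fry in the interaction when adjusted over the added lists alone. That is a smaller set than the 27 lists above, and no adjustment over both sets was made. The unadjusted fry p were 0.0152 for genes in phase with Dbp and 0.00911 for the opposite phase. The median was -0.64 for genes in phase with Dbp (1 of 6 positive) and 0.36 for those in the opposite phase (3 of 4 positive), and neither passed with an estimated correlation between genes. A candidate explanation is a different time of day at dissection (exact permutation p = 0.0286 for the difference between the phases, LLC + rFibcd1 against LLC), and an effect of rFibcd1 that depends on the tumor stays open, untested beyond this interaction.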

How the results depend on the processing

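The tests of this part were fixed before the results, except that rescaling without mitochondrially encoded genes, removing the trend on length and GC content, and selecting genes anew in each split were chosen after seeing the data. Over the alternatives other than leaving out a mouse, results that answer a comparison were examined in 219 instances: 167 kept their direction and size within 1.5 times or their side of the threshold, and 52 changed, 35 weaker, 16 stronger and 1 reversed. Named genes changed in 92 of 598 instances, 76 weaker, 4 stronger and 12 reversed. Except where fewer genes or mice were fitted, the cause was not tested.

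LLC + rFibcd1 against LLC had few genes at an adjusted p under 0.05 in each setting: 15 as reported, 2 with a pseudocount of 0.1, 48 without a filter, 9 with at least 5 TPM, 8 after median-ratio scaling, 6 after rescaling without mitochondrially encoded genes, 2 with the trend on length and GC content removed, and 0 when only the 2 groups were fitted (2168 at an unadjusted p under 0.05). With a pseudocount of 0.1, the unadjusted counts were 28 in Control + rFibcd1 against Control and 373 in LLC + rFibcd1 against Control. The interaction gave 1 gene without a filter, 1 after median-ratio scaling and 1 after quantile normalization.

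With at least 5 TPM, which leaves fewer genes, the unadjusted counts were 1048 in LLC against Control, 289 in LLC + rFibcd1 against LLC and 3 in Control + rFibcd1 against Control, 1153 genes passed in at least 1 contrast and 956 in LLC only. Lists passing camera then numbered 6 in LLC against Control and 8 in LLC + rFibcd1 against LLC. Quantile normalization left 1033 genes in LLC only. In tumor-bearing against tumor-free mice, 12 lists passed without a filter, 12 after median-ratio scaling, 15 after quantile normalization and 12 after rescaling without mitochondrially encoded genes. In Control + rFibcd1 against Control, 9 lists passed after median-ratio scaling and 8 after quantile normalization. LLC + rFibcd1 against Control gave 243 genes at an adjusted p under 0.05 with the trend on length and GC content removed, and 260 when only the 2 groups were fitted. Dunn's test gave 88 genes in LLC + rFibcd1 against LLC and 4 in Control + rFibcd1 against Control at the unadjusted cutoff, and the fold cutoff of 0.5 gave 16 in the latter.

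The share of higher genes moved with the scaling. As deposited, after median-ratio scaling, quantile normalization and rescaling, in that order, it was 86.7%, 61.8%, 35.4% and 68.8% in tumor-bearing against tumor-free mice, 67.3%, 54.2%, 39.1% and 47.2% in LLC + rFibcd1 against Control, and 53.3%, 50%, 80% and 66.7% in LLC + rFibcd1 against LLC. At the unadjusted cutoff it was 98.1%, 94.1%, 73.4% and 93.8% in LLC against Control, 4.23%, 8.20%, 27% and 8.85% in LLC + rFibcd1 against LLC, 79.5%, 71.7%, 63.4% and 71.0% in LLC + rFibcd1 against Control, and 50%, 55.6%, 70% and 33.3% in Control + rFibcd1 against Control.

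The B cell score as a covariate changed most results. At an adjusted p under 0.05 it left 735 genes in tumor-bearing against tumor-free mice, 9 in LLC against Control, 0 in LLC + rFibcd1 against LLC (911 at an unadjusted p under 0.05) and 2 in the interaction. The unadjusted counts were 148 in LLC against Control, 89 in LLC + rFibcd1 against LLC and 16 in Control + rFibcd1 against Control, with 324 genes in at least 1 contrast and 94 in LLC only, 68 of them shared with the count as reported. The median change over tumor-responsive genes was 0.00081, away from tumor-free mice. Lists passing camera numbered 4 in LLC against Control, 6 in LLC + rFibcd1 against LLC and 2 in the interaction. Of the genes named by the study, 0 passed in LLC against Control (2 at an unadjusted p under 0.05) and 1 in LLC + rFibcd1 against Control. Every LLC mouse had a higher score than every Control mouse, so the covariate also removes any change that the tumor itself makes together with B cells.

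Some named genes changed direction. With the covariate, Cxcl13 went from -1.81 to 0.23 and Ctss from -0.92 to 0.062 in LLC + rFibcd1 against LLC. The other reversals started from smaller values. Ctse, Ctsw and Ctso were then at -0.11, -0.0080 and -0.089 in LLC + rFibcd1 against Control, and Fbxo32 and Trim63 at 0.19 and 0.19 in LLC against Control. In LLC + rFibcd1 against Control, Ctso was at -0.0017 after median-ratio scaling, -0.035 after quantile normalization and -0.0032 after rescaling, and Ctse at -0.036 after quantile normalization. Fbxo32 was at 0.028 in LLC against Control with the trend on length and GC content removed.

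Replicate numbers were also fitted as a block, which gave 3782 genes in tumor-bearing against tumor-free mice, 5 in LLC against Control, 0 in LLC + rFibcd1 against LLC (1546 at an unadjusted p under 0.05) and 173 in LLC + rFibcd1 against Control at an adjusted p under 0.05, 214 genes in LLC + rFibcd1 against LLC at the unadjusted cutoff, and 0 genes named by the study in LLC against Control (13 at an unadjusted p under 0.05). The numbers do not pair the mice: of 22 pairs of mice with the same number, 4 had residuals correlated above 0.1 (median -0.0610), so the block costs degrees of freedom and removes no shared variation that was seen.

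Across the 17 fits that each left out a mouse, counts at an adjusted p under 0.05 ranged from 24 (without LLC replicate 3) to 5244 in LLC against Control, from 0 (without LLC replicate 1) to 33 (without LLC + rFibcd1 replicate 3) in LLC + rFibcd1 against LLC, from 170 to 600 in LLC + rFibcd1 against Control, and from 0 to 11 (without LLC replicate 2) in the interaction. Unadjusted counts ranged from 170 to 891 in LLC + rFibcd1 against LLC, from 8 to 32 in Control + rFibcd1 against Control and from 179 to 359 in LLC + rFibcd1 against Control. Lists ranged from 6 (without LLC replicate 2) to 13 in LLC against Control, 8 to 16 in LLC + rFibcd1 against LLC, 2 (without Control + rFibcd1 replicate 3) to 9 (without Control replicate 1) in Control + rFibcd1 against Control, and 2 to 14 in the interaction, and genes named by the study in LLC against Control from 0 to 13. In LLC + rFibcd1 against Control, Ctse ranged from -0.067 to 0.33, Ctsw from -0.096 to 0.37 and Ctso from -0.087 to 0.12, and in LLC against Control Fbxo32 from -0.19 to 0.036 and Trim63 from -0.20 to 0.039. Named genes changed in 99 of 1156 instances.

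Within 1.5 times in these 17 fits stayed the counts of tumor-bearing against tumor-free mice (4140 to 6613), the unadjusted count of LLC against Control (1239 to 2062), the genes past the cutoff in at least 1 contrast (1376 to 2230) and in LLC only (1131 to 1950). The median change over tumor-responsive genes ranged from -0.22 to -0.11, with exact permutation p from 0.114 to 0.267 (two-sided). Depth limits Fibcd1, with 0 to 4 reads per mouse.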

Other observations

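In this part, the tests on lymphoid transcripts, blood, the mitochondrial share, depth, Fbxo32 and Trim63, and red cells were chosen only after the result was seen. The counts of other splits were written before their results. The tests of length and GC content, liver and clock genes were also written before their results, but only after the data were seen.

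For each count of genes, other splits of the same mice into groups of the same sizes were fitted. A count as large at an adjusted p under 0.05 arose in 1 of 100 splits for tumor-bearing against tumor-free mice, 1 of 56 for LLC against Control, and 1 of 100 for LLC + rFibcd1 against Control, in each case the real split alone. For LLC + rFibcd1 against LLC, 2 of the 35 splits of the 7 mice gave 15 genes or more, and the other of these gave 325. With a real count of 0, each of the 100 splits was as large in Control + rFibcd1 against Control (584 genes at an unadjusted p under 0.05) and in the interaction (1142 genes). At the unadjusted cutoff the numbers were 1 of 56 for LLC against Control, 4 of 35 for LLC + rFibcd1 against LLC, 83 of 100 for Control + rFibcd1 against Control, and 13 of 100 for LLC + rFibcd1 against Control. For genes past the cutoff in at least 1 of the 4 contrasts it was 2 of 100, and for genes past it in LLC only 2 of 35, the other with 1603 genes. At the adjusted threshold, the tumor effect thus stood apart from other splits. At the unadjusted cutoff it did so in LLC against Control but not in LLC + rFibcd1 against Control. The effect of rFibcd1 in tumor-bearing mice stood apart at neither threshold.

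The genes past the cutoff in LLC only followed lymphoid transcripts. Of the 1541 genes higher in LLC, 1470 were outside the cell type lists, and 98.9% of these rose with the B cell score within the groups of tumor-free mice, where no tumor was present (median after shuffling 47.7%, permutation p = 0.0018 with 10000 shuffles; 72.7% of all other genes). The length and GC content of genes (1737 genes in LLC only after removing the trend, against 1561), the mitochondrial share (1439 genes after rescaling) and depth (a difference of 0.557 in units of 1000000 reads, exact permutation p = 0.5) are argued against as the whole cause. Blood as the only source of the B cell transcripts is argued against by a slope of 0.290 of the red cell on the B cell score (95% bootstrap interval 0.0972 to 0.539), where blood alone would give 1. Some blood stays open (r = 0.522, rho = 0.439 over 17 mice, permutation p = 0.0318 and 0.0810, adjusted p = 0.0318 and 0.0810; r = 0.379 without the 2 farthest mice).

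The 98.9% above does not single out lymphoid tissue. Within the 10 tumor-free mice the B cell score followed the first principal component (r = 0.971). Other scores that follow this component could give a similar share, and none was tried. A difference between mice in lymphoid tissue within the sample remains a candidate explanation for the LLC-only genes. It could be infiltration caused by the tumor or tissue attached at dissection. Infiltration stays open and was not tested apart from the latter. The B cell list has 19 genes, of which 17 were tested, 16 had at least 1 TPM on average in Control, 0 were in another list and 0 were named by the study. Igkc averaged 1324 TPM in Control, 734.1 in Control + rFibcd1, 5996 in LLC and 2591 in LLC + rFibcd1, and Cd79a 16.7, 15, 99.5 and 45. The lymphoid stroma score (9 genes tested, 8 of them with at least 1 TPM on average in Control, 1 named by the study) followed the B cell score (r = 0.987, rho = 0.988, permutation p = 1e-05, the smallest possible, adjusted p = 4e-05; r = 0.982 without 2 mice). The adipocyte score rose with it (r = 0.776, rho = 0.723, permutation p = 0.00039 and 0.0015, adjusted p = 0.00052 and 0.0020; r = 0.786 without 2 mice), whereas the sarcomere score (r = -0.815, rho = -0.772, permutation p = 0.00014 and 0.00042, adjusted p = 0.000224 and 0.000672; r = -0.742 without 2 mice) and the mitochondrial percentage (r = -0.855, rho = -0.853, permutation p = 2e-05 and 3e-05, adjusted p = 4e-05 and 8e-05; r = -0.819 without 2 mice) fell with it. Ccl21a did not follow, at 218.1 TPM in Control and 204.4 in LLC.

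All 4 LLC + rFibcd1 mice differed from the other 13 in clock-controlled genes. The score of genes in phase with Dbp minus that of genes in the opposite phase was -0.14 to 0.66 in these mice and 1.16 to 2.07 in the others, and it was lower by a log2 difference of -1.19 than in LLC (exact permutation p = 0.0286, two-sided, the smallest possible with 35 splits). Both arms moved, the same phase by -0.72 (exact p = 0.0286) and the opposite phase by 0.46 (exact p = 0.0571). Genes in phase with Dbp passed camera and fry between these groups (-0.83), as did those of the opposite phase (0.39). With an estimated correlation in camera, the opposite phase passed there (adjusted p = 0.0343) and genes in phase with Dbp did not (0.0691). In LLC + rFibcd1 against Control, genes in phase with Dbp passed it (0.00102) and the opposite phase did not (0.357). A candidate explanation is a different time of day at dissection, and an effect of rFibcd1 on the clock in tumor-bearing mice stays open. As the group and the hour are not separated in the labels, Dbp and Hlf are not evidence for either.

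In Control + rFibcd1 replicate 2, liver transcripts were high, with Alb at 1934 TPM (171.0 in Control replicate 4 and 165.6 in LLC + rFibcd1 replicate 4). A candidate source is RNA from liver tissue, which touches the diaphragm: 17 of 18 liver genes not used to see the pattern were highest in that mouse (1.06 by chance), 14 of the 18 had at least 1 TPM on average in Control, and 0 were named by the study. In Control + rFibcd1 against Control the liver list had a median of 0.41, was higher in 17 of 17 genes tested and passed camera, but did not pass fry. No biological explanation was tested.

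Fbxo32 and Trim63 were higher in LLC + rFibcd1 than in LLC. Their mean differed by 0.66 (exact permutation p = 0.0571, two-sided, where the smallest possible is 0.0286). The sarcomere score differed by 0.086 (exact permutation p = 0.229), and the genes relative to that score by 0.57 (exact permutation p = 0.0571). The greater part of the difference thus remained after the correction. With 7 mice, the difference was not past the test either before or after the correction. A higher share of muscle RNA therefore cannot be told apart from a change in these genes there. Against Control, the 2 genes were higher in LLC + rFibcd1 by 0.59 while the sarcomere score was lower (-0.16), and relative to it they were higher by 0.74 (exact permutation p = 0.00794, the smallest possible), which argues against a higher share of muscle RNA for that difference. An effect of the tumor or of rFibcd1 on these genes stays open. So does a different hour of dissection, as the same 4 mice differed from the others in clock-controlled genes.

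Neutrophil genes were higher in tumor-bearing mice (score difference 1.62, permutation p = 0.00033), and LLC + rFibcd1 did not differ from LLC in this score (0.031, exact permutation p = 0.971). Red cell genes were also higher (1.15, permutation p = 0.00537), so blood left in the sample may contribute, and a change of neutrophils in blood or tissue stays open. Of the 8 neutrophil genes tested, 3 had at least 1 TPM on average in Control.

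At p under 0.05 with an absolute log2 fold change above 0.5, 715 genes differed between LLC + rFibcd1 and LLC, 38 higher and 677 lower, and 605 of them also differed between LLC and Control with LLC on the same side, 604 higher in LLC. Both counts come from limma and were higher than the one the study reported, which rests on Dunn's test. At the stricter fold cutoff of the report, Dunn's test gave 88 genes where limma gave 544, and leaving out 1 mouse moved the limma count from 170 (without LLC + rFibcd1 replicate 1) to 891 (without LLC + rFibcd1 replicate 3).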
